# The inhibitory activity of gallic acid against DNA methylation: application of gallic acid on epigenetic therapy of human cancers

**DOI:** 10.18632/oncotarget.23015

**Published:** 2017-12-07

**Authors:** Yui-Ping Weng, Pin-Feng Hung, Wen-Yen Ku, Chang-Yuan Chang, Bo-Han Wu, Ming-Han Wu, Jau-Ying Yao, Ji-Rui Yang, Chia-Huei Lee

**Keywords:** gallic acid, DNA methyltransferase, chemoprevention, epigenetics, post-fermentation oolong tea extract

## Abstract

Epigenome aberrations have been observed in tobacco-associated human malignancies. (−)-epigallocatechin-3-gallate (EGCG) has been proven to modulate gene expression by targeting DNA methyltransferases (DNMTs) through a proposed mechanism involving the gallate moiety of EGCG. We show that gallic acid (GA) changes the methylome of lung cancer and pre-malignant oral cell lines and markedly reduces both nuclear and cytoplasmic DNMT1 and DNMT3B within 1 week. GA exhibits stronger cytotoxicity against the lung cancer cell line H1299 than EGCG. We found that GA reactivates the growth arrest and DNA damage-inducible 45 (GADD45) signaling pathway may through the demethylation of CCNE2 and CCNB1 in H1299 cells. To improve the epigenetic anti-cancer activities of oolong tea, we identified a fungus, *Aspergillus sojae* which can efficiently increase the GA content in oolong tea via a 2-week fermentation process. The fungus dramatically increased GA up to 44.8 fold in the post-fermentation oolong tea extract (PFOTE), resulting in enhanced demethylation effects and a significant reduction in the nuclear abundances of DNMT1, DNMT3A, and DNMT3B in lung cancer cell lines. PFOTE also showed stronger anti-proliferation activities than oolong tea extract (OTE) and increased sensitivity to cisplatin in H1299 cells. In summary, we demonstrate the potent inhibitory effects of GA on the activities of DNMTs and provide a strong scientific foundation for the use of specialized fermented oolong tea high in GA as an effective dietary intervention strategy for tobacco-associated cancers.

## INTRODUCTION

Epigenetic aberrations have been recognized as vital mechanisms leading to human cancers. Recent research has shown that cigarette smoking [1] make individuals susceptible to malignancies involving altered epigenome. DNA methylation has been recognized as a key player in the epigenetic silencing of tumor suppressor genes involved in carcinogenesis. DNA methylation patterns in mammals are mainly established by a complex interplay of three independently encoded DNA methyltransferases (DNMTs): DNMT1, DNMT3A, and DNMT3B. Aberrant DNMT expression and activity have been observed in many human malignancies, including lung and oral cancers [2, 3]. Epigenetic changes are reversible, which render them an attractive therapeutic target for human cancers. Some dietary factors may have beneficial effects on cancer susceptibility by alleviating altered epigenetic modifications. The therapeutic properties of green tea have been particularly noticed in various types of human malignancies [4]. (−)-Epigallocatechin-3-gallate (EGCG) has been recognized as the most effective anti-cancer polyphenol in green tea [4, 5]. Fang’s study [6] has demonstrated that EGCG is able to inhibit DNA methyltransferases (DNMTs) and re-activate methylation-silenced genes in human cancer cells of the colon, esophagus, and prostate. The interaction between EGCG and DNMTs has been elucidated by a molecular structural model that revealed that EGCG is well accommodated in a catalytic active pocket of DNMT1 by forming a hydrogen-bond network and, in turn, that EGCG inhibited DNMT activity in a dose-dependent and competitive inhibitory fashion. The gallate moiety of EGCG and five amino acids of DNMT1 — including Pro^1223^, Glu^1265^, Cys^1225^, Ser^1229^, and Arg^1309^ — are involved in the formation of hydrogen bonds. By such interactions, the galloyl moiety causes EGCG to have inhibitory effects on DNMT1 function by blocking the entry of the key cytosine into its active site and, in turn, preventing methylation. Furthermore, EGCG analogs without the gallic acid (GA, also known as 3,4,5-trihydroxybenzoic acid) moiety are poor inhibitors of DNMTs. These molecular structural model-based findings suggest the possibility that GA protects the epigenome from environmental stimuli by effectively inhibiting DNMT’s activities.

In the present study we aimed to assess the potential inhibitory effect of GA on the activities of DNMTs in tobacco-associated human cancers. Additionally, if GA efficiently inhibits DNMTs, we aimed to examine whether the suppressing effect of tea on altered epigenome can be improved by enrichment of GA and, in turn, provide a beverage with chemoprevention activity against tobacco-associated cancers.

## RESULTS

### GA changes genomic 5-methyl-2-deoxycytidine (5mC) content and reduces the cytoplasmic and nuclear abundance of DNMT1 and DNMT3B

We measured 5mC in H1299, A549, and DOK after GA treatment. Compared with the untreated control, treatment of GA (10 μM) for 120 and 240 h significantly changed the genomic 5mC content in all cell lines examined (Figure 1A). To determine whether the activities of DNMTs change in response to GA treatment, we analyzed the nuclear and cytoplasmic abundance of DNMT1, DNMT3A, and DNMT3B in GA-treated H1299 cells. We observed a significant decline in both the nuclear and cytoplasmic abundance of DNMT1 after either short-term (Figure 1B) or long-term (Figure 1C) treatment of GA. Nuclear DNMT1 were barely undetectable at 5 and 7 days post GA exposure. Cytoplasmic DNMT3B remained almost unchanged after either short-term (Figure 1B) or long-term (Figure 1C) treatment of GA, whereas nuclear DNMT3B slightly increased and significantly decreased by short-term and long-term GA treatment, respectively (Figure 1B, 1C). A 4 h period of GA exposure had no effect on the nuclear DNMT3A abundance (Figure 1B) and all the other experimental conditions lead to a significant increase in cytoplasmic and nuclear DNMT3A (Figure 1B, 1C). Altogether, these results suggest that GA has profound effect on both the cytoplasmic and nuclear abundance of DNMTs, especially for DNMT1, the major DNMT expressing in H1299.

**Figure 1:**
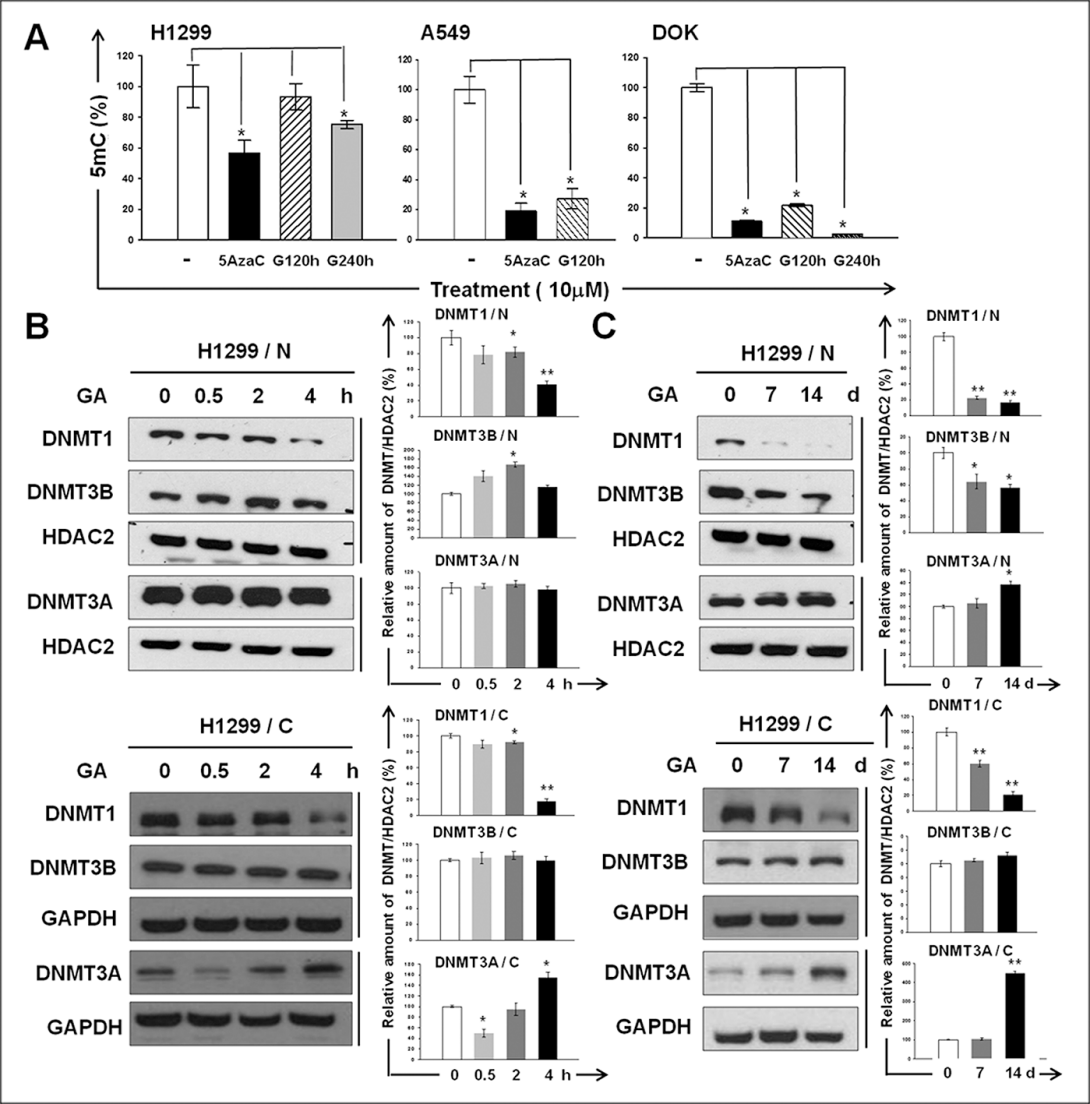
The inhibitory effect of GA on DNMTs (**A**) Genomic 5 mC content of H1299, A549, and DOK cell lines with or without GA (10 μM) treatment for 120 or 240 h. Cells treated with 5azaC (10 μM) for 120 h were used as positive controls. Data are presented as means ± SD (*n* = 3). (**B**–**C**) The abundances of the nuclear (N) and cytoplasmic (C) DNMT1, DNMT3A, and DNMT3B in GA-treated H1299 were determined using western blotting. The amount of histone deacetylase 2 (HDAC2) or GAPDH detected on the same membrane (indicated by vertical lines) was used as a loading control for normalization. The intensity for each protein band was quantified using ImageJ. The relative fold-changes after normalization are presented. Normalized quantities of DNMTs at time zero were set as 100%.

### Inhibitory effect of GA on proliferation and clonogenicity of human lung and oral cancer cell lines

Treatment with GA or EGCG resulted in the inhibition of H1299 cell proliferation in both dose-dependent (Figure 2A) and time-dependent (Figure 2B) manners. Moreover, the cytotoxicity of GA to the H1299 cell line was significantly greater (*P* = 5.15981E-07) than that of EGCG (Figure 2A). The inhibitory effects of GA on the proliferative capacities were confirmed by BrdU incorporation (Figure 2C). As shown in Figure 2D, GA treatment inhibited the clonogenicity of H1299 cells in a dose-dependent manner.

**Figure 2:**
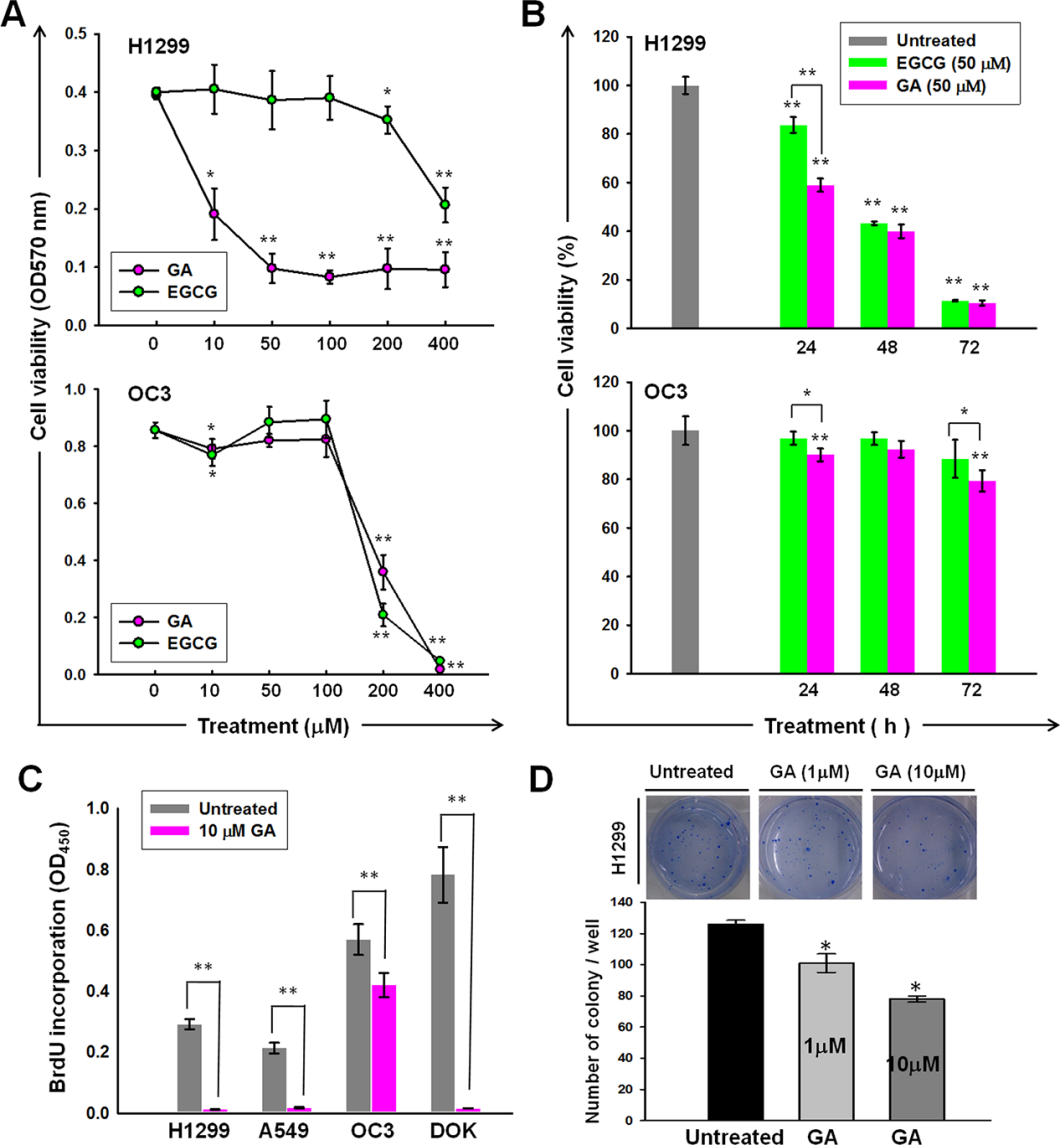
Anti-cancer activities of GA on lung and oral cancer cell lines Dose- (**A**) and time- (**B**) dependent effects of GA or EGCG on the cell viability of H1299 and OC3 cell lines. The cells were treated with GA or EGCG at the indicated concentrations for 24 h (A) or 50 mM of GA or EGCG for indicated time periods (B), followed by MTT analysis. (**C**) BrdU incorporation of A549, H1299, OC3, and DOK was inhibited by GA treatment. The cells were cultured in normal growth medium with or without GA (10 μM) treatment for 48 h, followed by BrdU assays. (**D**) GA inhibited the anchorage-independent growth of H1299. Data are presented as means ± SD (*n* = 3).

### Identification of an anti-tumour pathway epigenetically reactivated by DNA demethylation in GA-treated lung cancer cell

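H1299 is a human lung cancer cell line, GA (gallic acid) is a phenolic acid of tea, and 5azaC (5-azacytidine) is a cytidine analog that blocks DNA methyltransferases. RNA of H1299 cells was hybridized to 8 Clariom S arrays, which measure transcript levels with short probes. The groups were GA-treated cells, untreated controls for GA, 5azaC-treated cells and untreated controls for 5azaC, with 2 biological replicates each. By the sample labels the controls were untreated cells of the same passage, and replicates of the same number were taken here as pairs. The deviations of paired replicates from their group means had a correlation of -0.023 for GA and 0.0289 for 5azaC, which shows no likeness within pairs. The paper gives 10 μM of either compound for 120 h, whereas the sample labels give 10 mM, and the paper's dose is used here. The authors normalized the array signals with Signal Space Transformation and RMA in Affymetrix Expression Console 1.4 and deposited log2 signals per probe set. Of the 21448 probe sets tested, 17709 have 1 gene symbol and 3739 are unnamed here. Their median log2 signal was 5.60 to 5.63 on the arrays of the GA experiment and 5.85 to 5.87 on those of the 5azaC experiment. The untreated arrays of the experiments also differed in single genes, so each treatment was set against its own controls. The 95th percentile of 612 negative-control probe sets lay between 6.31 and 7.23, and 39.9% to 46.1% of the probe sets of an array were above it. Where a gene lay below it on both arrays of a group, its change is given as at least the fold between the other group and this percentile (or the gene's own signal where higher), and no change is read where both groups lay below it. Such a bound carries no error, and the adjusted p beside it is that of the measured signals. Both treatments were tested with limma in 1 fit over the 8 arrays, with the pair as a block and Benjamini-Hochberg adjusted p-values. This fit leaves 2 residual degrees of freedom, so the number of arrays limits the precision. On simulated data of this design, 88% of 4-fold changes and 5% of 2-fold changes were recovered for GA, and 87% and 3% for 5azaC.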

To identify the potential epigenetic targets of GA that are implicated in the anti-cancer activity of GA, we conducted an integrated analyses of gene expression profiles obtained from 5azaC- and GA-treated H1299 cells (Figure 3A). At 120 h post-treatment, a total of 383 and 546 genes were either up- or down-regulated greater than two-fold in H1299 cells grown in media containing 10 μM GA or 5AzaC, respectively. Of these, we identified 72 genes that were up-regulated by both 5AzaC and GA treatments using a Venn diagram (Figure 3A and Table 1), suggesting that these genes may increase expression by promoter demethylation during the GA treatment period. 

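The largest changes after both treatments were falls of genes that the transcription factor ATF4 switches on when amino acids run short or unfolded proteins build up. TRIB3, a pseudokinase of this stress response, was at least 28.3-fold lower after GA (adjusted p = 0.000374 from limma) and at least 22.7-fold lower after 5azaC (adjusted p = 0.000502), where it lay below the background percentile. CHAC1, an enzyme that degrades glutathione, fell by 5.27 on the log2 scale after GA (adjusted p = 0.00141) and was at least 36.0-fold lower after 5azaC (adjusted p = 0.000857). ASNS, which makes asparagine, fell by 2.88 and fell by 3.32 (adjusted p = 0.0124 and adjusted p = 0.00499). Of 25 ATF4 target genes, listed before the data were examined, 16 fell after GA, 20 fell after 5azaC and none rose (22 and 20 lower when adjusted over the list alone). The median log2 fold change of this list was -1.97 after GA and -2.24 after 5azaC. With bounds in place of folds for 5 and 4 members, and without those for which neither could be given, it was -2.19 and -2.39. By limma's camera test with a preset correlation the adjusted p was 3.22e-36 and 1.25e-30, against adjusted p = 0.0996 and adjusted p = 0.121 with an estimated correlation. With an estimated correlation, camera's p also rests on the residual degrees of freedom, 2 in this fit. The weaker result, here and for the other lists, therefore cannot be put down to the correlation alone. The fit without the pair block leaves 4 residual degrees of freedom in place of 2. There, in a setting chosen after the data were seen, camera with an estimated correlation gave adjusted p = 0.00226 and adjusted p = 0.00315. Among the largest rises after GA were HSPA1A, an inducible HSP70 chaperone, at a log2 fold change of 2.15 (standard error 0.26, adjusted p = 0.028), and RRM2, a subunit of ribonucleotide reductase, at 1.63 (adjusted p = 0.0344). HSPA1A has a near-identical copy in the genome, which may share its signal. After 5azaC, ANKRD1, a nuclear ankyrin repeat protein, was at least 2.29-fold higher (adjusted p = 0.00619), and KRT8, a keratin of simple epithelia, rose by 1.93 (standard error 0.23, adjusted p = 0.0203). ANKRD1 lay below the background percentile in GA-treated cells and their controls. KRT8 had a log2 fold change of 0.81 after GA (adjusted p = 0.161), and its difference between the treatments did not pass the test (adjusted p = 0.743). At an adjusted p under 0.05, 69 probe sets changed after GA (17 higher, 52 lower) and 323 after 5azaC (111 higher, 212 lower), each by at least 2-fold. At an unadjusted p under 0.05 and 2-fold, limma gave 579 probe sets for GA (298 higher, 281 lower) and 837 for 5azaC (370 higher, 467 lower). Without the pair block, 425 and 889 probe sets had an adjusted p under 0.05. A pair left out leaves 1 array per group for that treatment, and the spread then rests on the arrays of the other treatment. Counts from such fits are not read as a test of replication. With each treatment fitted on its own 4 arrays, 620 probe sets passed for GA and 22 for 5azaC. The counts therefore do not rank the treatments by how many genes they changed.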

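GA and 5azaC moved many of the same genes in the same direction. At an adjusted p under 0.05 from limma and a 2-fold change in each comparison, 10 probe sets were higher after both treatments, where independent lists would share 0.088, and 48 were lower after both, where 0.514 would be shared. Both comparisons share 1 estimate of the spread per probe set, which can by itself raise the overlap above these numbers. The named genes among the 10 were HSPA1A, the mitochondrial co-chaperonin HSPE1, the ubiquitin-conjugating enzyme of DNA crosslink repair UBE2T, the carbonic anhydrase CA2, the TRAIL decoy receptor TNFRSF10D, SCML1 and FAM111B, and the other probe sets are unnamed here. HSPE1 rose by 1.57 on the log2 scale after GA (standard error 0.20, adjusted p = 0.0317) and by 1.60 after 5azaC (adjusted p = 0.0211). FAM111B rose by 1.61 (standard error 0.21, adjusted p = 0.0344) and by 1.70 (adjusted p = 0.0207). Without the pair block 88 probe sets were higher in both. Fits with a pair left out keep 1 array per group for that treatment. Their counts ran below and above 10 and are not read as a test of replication. Of 334 probe sets called in at least 1 comparison, 324 had the same sign in both, as did each of the 58 called in both. Across all probe sets, which are not independent replicates, the log2 fold changes of the treatments had a Pearson's r of 0.537 and a Spearman's rho of 0.429. With the untreated arrays exchanged between the experiments r was -0.315, a setting in which the difference between the untreated arrays enters with opposite signs. Of the 72 genes of Table 1, 68 were measured under their names. At an adjusted p under 0.05, 7 of these were higher after GA, 37 after 5azaC and 6 after both (67, 67 and 66 when adjusted over the list alone). Among the 37 is ERCC6L, which lay below the background percentile on every array. The study chose this list on these arrays by fold and unadjusted p. Neither its direction nor the counts adjusted over the list alone, which that choice largely fixes, are therefore independent evidence. Without the pair block the numbers were 65, 66 and 65. With each treatment fitted on its own 4 arrays, 65 passed after GA and 0 after 5azaC. The 10 probe sets higher after both treatments had a median percentile of 75.8 among all probe sets in untreated cells, and 1 of them lay below the 95th percentile of the negative controls. The arrays measured RNA and not methylation. From the genes up-regulated by both compounds, the paper proposes that GA may raise their expression through loss of methylation at their promoters. It measured methylation by other means, with methylation-specific PCR of the CCNE2, CCND3, CDKN1A and CCNB1 promoters and with genomic 5mC content.

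**Figure D1:**
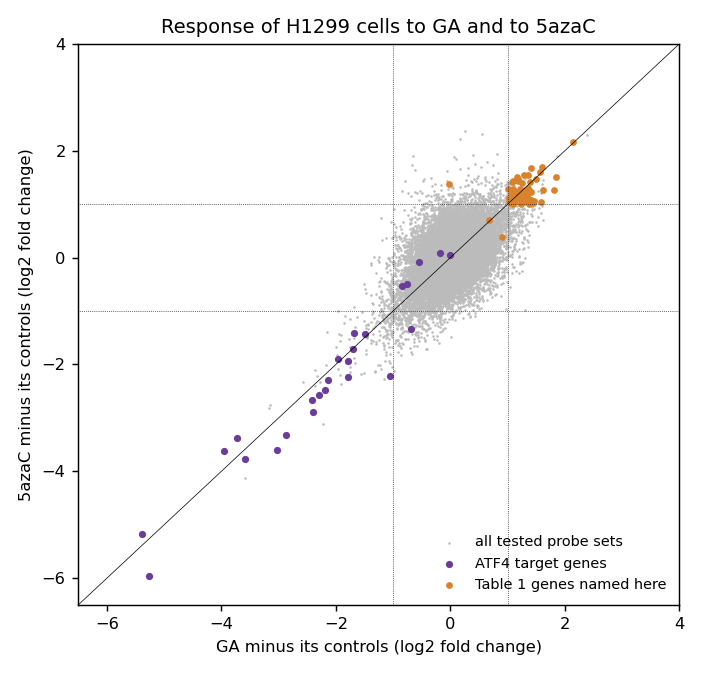
Log2 fold change after 5azaC against log2 fold change after GA, each against its own untreated controls (2 pairs per treatment), with 1 point per probe set, those below background included. Purple points are the ATF4 target genes, orange points are the Table 1 genes named here, dotted lines mark 2-fold, and the diagonal marks equal changes; TRIB3 and CHAC1 are the points at the lower left.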

A heat map showing the relative expression of the 72 genes in response to 5AzaC and GA treatments is presented in Supplementary Figure 1. 

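After GA, 67 of the 68 measured genes of Table 1 were higher than the untreated controls in both pairs, and after 5azaC 68 were. These counts include ERCC6L, which lay below the background percentile on every array, so no change is read for it. The study chose the genes on these arrays as higher after both treatments, so the counts are not independent evidence. ACAT2, an enzyme at the start of cholesterol synthesis, had a log2 signal of 11.19 ± 0.04 (SD, n = 2) after GA and 9.77 ± 0.03 in the controls for GA, and of 12.19 ± 0.10 after 5azaC and 10.52 ± 0.08 in its controls. Its log2 fold change was 1.42 after GA (adjusted p = 0.0504 from limma) and it rose by 1.68 after 5azaC (adjusted p = 0.0203). BUB1, a kinase of the spindle checkpoint, had a log2 fold change of 1.19 after GA (adjusted p = 0.0808) and rose by 1.44 after 5azaC (adjusted p = 0.0379). TGFBI, a secreted matrix protein, had a log2 fold change of 1.38 after GA (adjusted p = 0.073) and rose by 1.41 after 5azaC (adjusted p = 0.0444). Without the pair block ACAT2, BUB1 and TGFBI passed after GA as well. FBXL5, a ubiquitin ligase subunit that senses iron, was at 1.87 times its control level after GA and 1.31 times after 5azaC. The kinase SGK3 was at 1.59 and 1.64 times. TRMU, which modifies mitochondrial transfer RNA, lay below the 95th percentile of the negative controls in GA-treated cells, at 5.55 ± 0.32 (SD, n = 2), and in their controls, at 5.57 ± 0.35, so no change is read for it. These values are of the probe set that bears the gene's name in the probe table.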

Ingenuity Pathway Analysis (IPA) classified these 72 genes into seven groups based on molecular function (Supplementary Figure 2). IPA identified 32 genes eligible for canonical pathway analysis. The top three statistically significant canonical pathways, including Growth Arrest and DNA Damage-inducible protein 45 (GADD45) signaling, cyclins and cell cycle regulation, and checkpoint proteins in cell cycle checkpoint control (Figure 3B), were all implicated in tumorigenesis. 

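Of 38 genes of mitosis and G2/M, 37 had a positive log2 fold change after GA, with a median of 0.83, and 36 after 5azaC, with a median of 0.72. At an adjusted p under 0.05 none of them passed after GA (24 when adjusted over the list alone) and 7 rose after 5azaC (24 over the list alone), among them CDCA2, BUB1, the cytokinesis protein ANLN and the kinesin KIF20B. By limma's camera test with a preset correlation the list was higher, with an adjusted p of 3.34e-17 after GA and 3.31e-13 after 5azaC, against adjusted p = 0.0996 and adjusted p = 0.13 with an estimated correlation. Without the pair block, camera with an estimated correlation gave adjusted p = 0.00433 and adjusted p = 0.00742. Of 37 genes of DNA replication and S phase, 2 rose after GA, RRM2 and the phosphatase CDC25A, and 2 after 5azaC, CCNE2 and RFC3 (19 and 18 when adjusted over the list alone). The median of this list was 0.62 after GA (camera adjusted p = 1.81e-15) and 0.50 after 5azaC (camera adjusted p = 8.64e-08), against adjusted p = 0.149 and adjusted p = 0.271 with an estimated correlation. The latter were 0.00791 and 0.0238 without the pair block. Of 20 genes of cholesterol synthesis, none passed after GA, and ACAT2 and HMGCS1 rose after 5azaC (10 higher after GA, 5 higher and 1 lower after 5azaC when adjusted over the list alone). Its median was 0.58 after GA (camera adjusted p = 9.46e-06) and 0.35 after 5azaC (camera adjusted p = 0.00405), against adjusted p = 0.149 and adjusted p = 0.285 with an estimated correlation. The latter were 0.034 and 0.102 without the pair block. Of 18 measured genes of GADD45 signaling, GADD45A, a stress sensor that gives the pathway its name, fell after GA by 1.63 (standard error 0.22, adjusted p = 0.0356). Its log2 fold change after 5azaC was -1.10 (adjusted p = 0.0572), and CCNE2 was the member that rose after 5azaC. Adjusted over the list alone, 7 members were higher and 2 lower after GA, and 7 higher and 3 lower after 5azaC. This list did not pass camera's test after GA (median 0.23, adjusted p = 0.0809) or after 5azaC (median 0.34, adjusted p = 0.0517), although after 5azaC it did without the pair block (adjusted p = 0.0404, and 0.0116 to 0.325 over its alternatives). With an estimated correlation it did not pass there either (adjusted p = 0.199 without the block). Without the 3 members below background in both groups and with 1 at its bound after GA, its medians were 0.51 and 0.43. Set against the untreated arrays of the other experiment, chosen after the data were seen, the medians for GA and 5azaC were 0.31 and 1.18 for the mitosis list, 0.36 and 0.99 for DNA replication, 0.22 and 0.73 for cholesterol synthesis, and -0.10 and 0.94 for GADD45 signaling, which turns its sign for GA. Among 64 genes of Table 1 that reached 2-fold and an unadjusted p under 0.05 in an unpaired test here, 11 belonged to the mitosis list, where 0.138 would be expected by chance. To the GADD45 list belonged 5, where 0.0651 would be expected, and the paper names 4 of these as members of the pathway. These 64 genes were picked on the same arrays, and Table 1 was known when the lists were written, so no test of these overlaps is given. The camera results and list-alone counts of lists that hold genes of Table 1 carry the same limit and are not independent evidence.

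**Figure D2:**
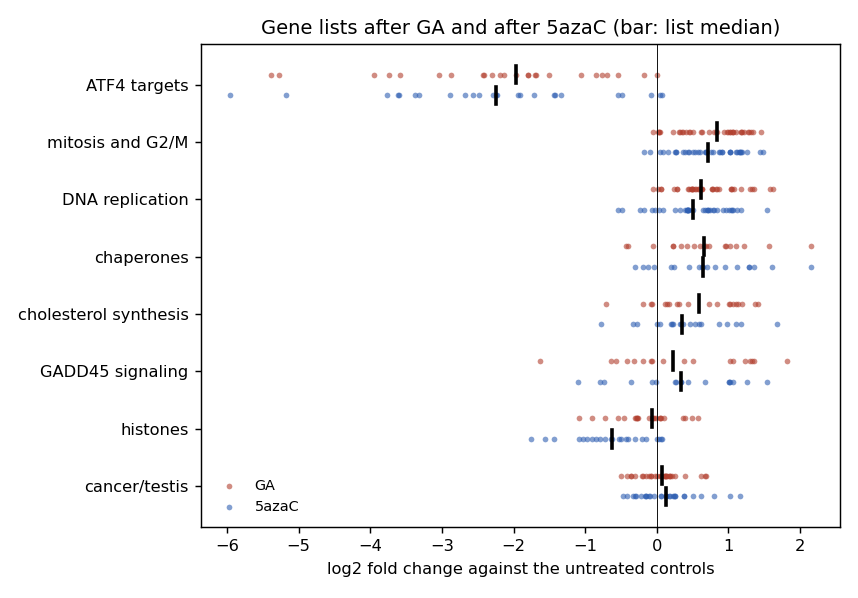
Log2 fold change against the untreated controls for the genes of 8 lists, with 1 point per gene, those below background included, red after GA and blue after 5azaC, and a black bar at the median of each list. The medians of the ATF4 targets lie at -1.97 and -2.24, those of the mitosis list at 0.83 and 0.72, and those of the GADD45 list at 0.23 and 0.34.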

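The cyclin CCNE2, which drives entry into S phase, had a log2 signal of 10.00 ± 0.34 (SD, n = 2) after GA and 8.64 ± 0.05 in the controls for GA, and of 10.40 ± 0.14 after 5azaC and 8.86 ± 0.07 in the controls for 5azaC. Its log2 fold change after GA was 1.35 (standard error 0.21, adjusted p = 0.0643 from limma), and it rose by 1.54 after 5azaC (adjusted p = 0.0286). CDKN1A, an inhibitor of cyclin-dependent kinases, was at 7.90 ± 0.21 after GA against 6.09 ± 0.41, and at 8.02 ± 0.03 after 5azaC against 6.76 ± 0.35. On both control arrays for GA, CDKN1A lay below the 95th percentile of the negative controls, so its fold after GA is given as a bound, at least 2.82. The change did not pass the test (adjusted p = 0.0538 from limma). Its log2 fold change after 5azaC was 1.26 (adjusted p = 0.0672). CCND3, a cyclin of G1, was at 11.94 ± 0.36 after GA against 10.71 ± 0.08, and at 11.78 ± 0.19 after 5azaC against 10.77 ± 0.04. Its log2 fold changes were 1.23 (standard error 0.24, adjusted p = 0.0861) and 1.01 (adjusted p = 0.0807). CCNB1, the cyclin of entry into mitosis, was at 12.73 ± 0.20 after GA against 11.67 ± 0.24, and at 12.99 ± 0.06 after 5azaC against 11.97 ± 0.00087. Its log2 fold changes were 1.06 (standard error 0.23, adjusted p = 0.0974) and 1.03 (adjusted p = 0.0747). CCNE2, CDKN1A, CCND3 and CCNB1 were each higher in both pairs of both treatments. Without the pair block each of them passed after both treatments. Over 12 alternatives of limma the adjusted p for GA ran from 0.00248 to 0.411 for CCNE2, from 0.00273 to 0.404 for CDKN1A, from 0.00309 to 0.413 for CCND3 and from 0.00425 to 0.451 for CCNB1. For 5azaC it ran from 0.0008 to 0.082 for CCNE2, and this gene no longer passed without GA replicate 1, without GA replicate 2 or in the fit on the 4 arrays of the comparison (adjusted p = 0.082 each) and without 5azaC replicate 2 (adjusted p = 0.0526). For the others it ran from 0.0153 to 0.196 for CDKN1A, from 0.00685 to 0.288 for CCND3 and from 0.00375 to 0.194 for CCNB1.

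**Figure D3:**
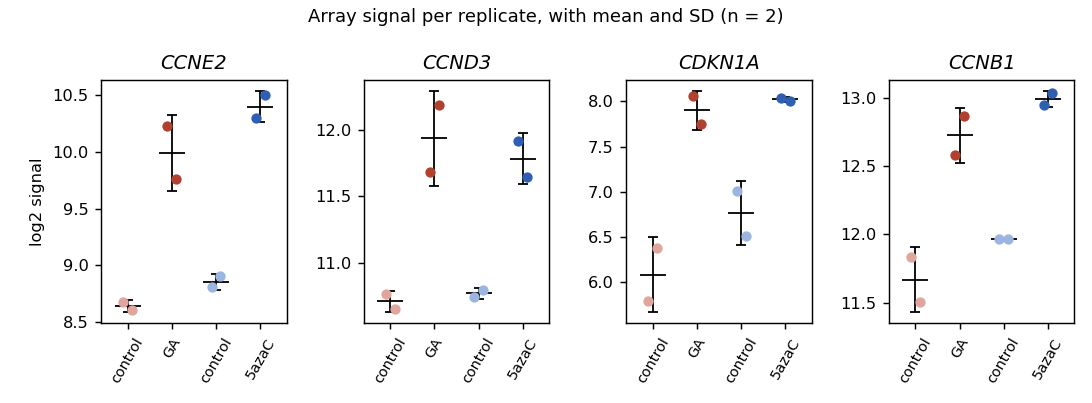
Log2 signal of CCNE2, CCND3, CDKN1A and CCNB1 on each array, with the controls for GA, GA, the controls for 5azaC and 5azaC from left to right and each panel on its own axis. Points are the 2 replicates and bars the mean and SD; both treated replicates lie above both of their controls in each panel.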

From the 72-gene list, four genes, including CCNE2, CCND3, CDKN1A, and CCNB1, accounted for 21% (4/19) of the genes involved in GADD45 signaling, which was the most significant pathway up-regulated in the GA-treated H1299 cells. These four genes also mapped to pathways related to cell cycle regulation and cell cycle checkpoint control (Figure 3B). 

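The changes of further cell cycle genes of Table 1 were as follows. The phosphatase CDC25A, which activates cyclin-dependent kinases, was at least 1.73-fold higher after GA (adjusted p = 0.0344 from limma). After 5azaC its bound was 1.47-fold, and the change did not pass the test (adjusted p = 0.0588). Its log2 signal was 7.20 ± 0.17 (SD, n = 2) after GA against 5.61 ± 0.20 in the controls, and in the controls of both experiments it lay below the 95th percentile of the negative controls. RFC3, a subunit of the clamp loader of DNA replication, had a log2 fold change of 1.03 after GA (adjusted p = 0.0879) and rose by 1.12 after 5azaC (adjusted p = 0.049). PCNA, the replication clamp, had log2 fold changes of 1.33 (adjusted p = 0.0699) and 1.06 (adjusted p = 0.0629). CCNB2, a cyclin of mitosis, had 1.18 (adjusted p = 0.0879) and 1.19 (adjusted p = 0.0555). PPP2R1B, a scaffold subunit of protein phosphatase PP2A, had 1.07 (adjusted p = 0.0924) and 1.17 (adjusted p = 0.0522). Without the pair block CDC25A, RFC3, PCNA, CCNB2 and PPP2R1B passed after both treatments.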

The mRNA expressions of CCNE2, CCND3, CDKN1A, and CCNB1 were validated by qPCR (Figure 3C). Results from qMSP suggested that the reactivated expressions of CCNE2, CCND3, CDKN1A, and CCNB1 by GA may through promoter demethylation (Figure 3D). The protein expressions of CCNE2, and CCNB1 were apparently increased by GA treatment for 120 h (Figure 3E). These data suggested that the biological functions of CCNE2 and CCNB1 may contribute to the anti-cancer effect of GA in H1299 cell line.

**Figure 3:**
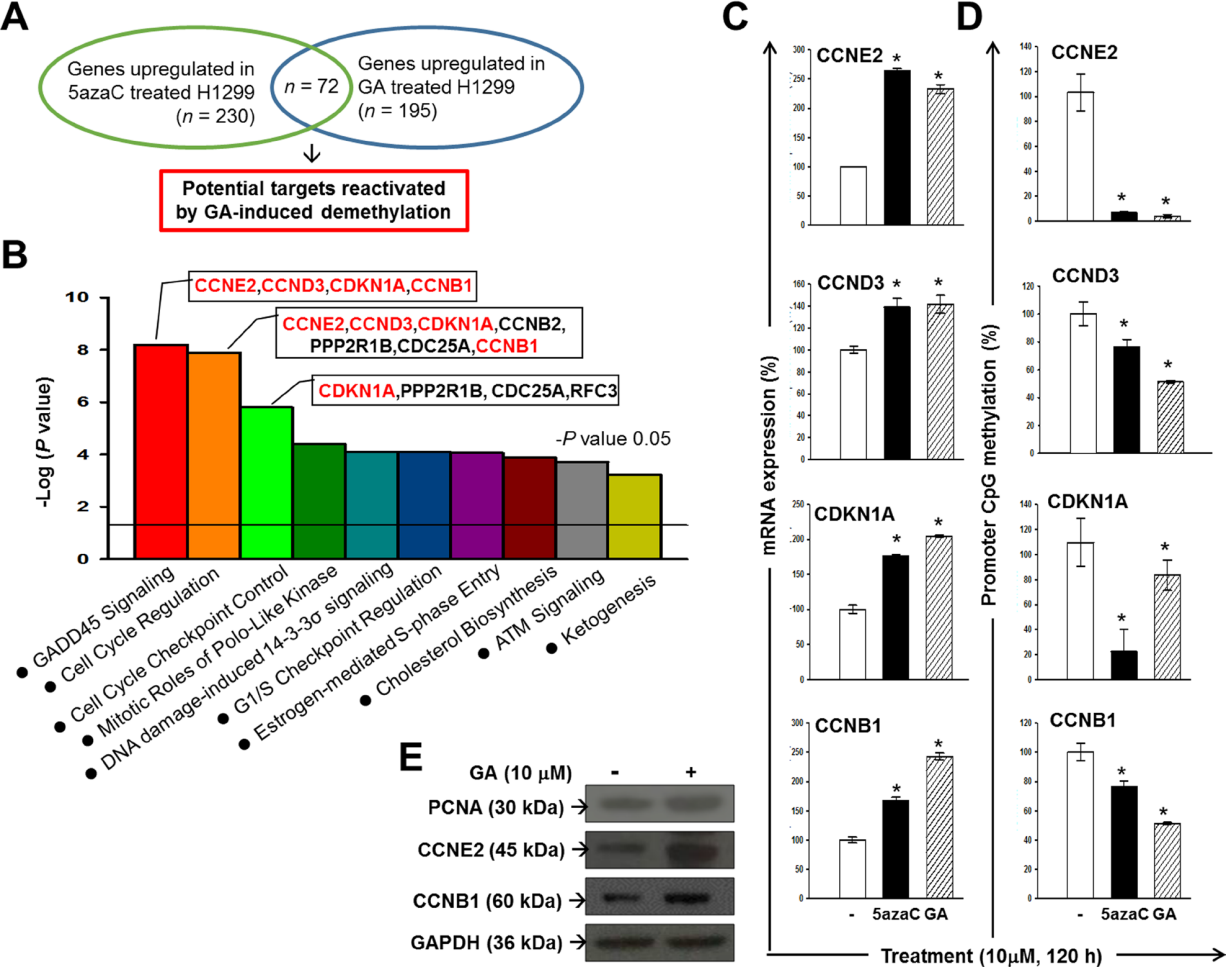
Identification of potential anti-cancer pathways reactivated by GA-induced demethylation in H1299 (**A**) An experimental design using an expression microarray platform to identify potential epigenetic targets of GA in H1299. (**B**) A graph showing the top 10 canonical pathways significantly (*P* < 0.05) reactivated in 5AzaC- and GA-treated H1299 cells. Red-colored genes are up-regulated genes mapped to the GADD45 signaling pathway in 5azaC- and GA-treated H1299 cells. Results of microarray were validated by qPCR (**C**) and qMSP analysis (**D**). (**E**) Protein expressions of PCNA, CCNE2, and CCNB1 in GA-treated H1299 cells. GAPDH was used as a loading control.

**Table 1:** Common genes those were significantly up-regulated in response to GA and 5AzaC treatment in H1299 cells, with their respective fold-change (FC) values and *P*-values (*P*) from statistical comparison

Gene Symbol	GA (120 h)		5AzaC (120 h)	
	Fold Change	*P*-value	Fold Change	*P*-value
HSPA1B	5.25	0.00	4.89	0.03
HSPA1A	4.44	0.02	4.46	0.01
FBXL5	3.66	0.01	3.76	0.01
FAM111B	3.05	0.01	3.24	0.00
ACAT2	2.67	0.00	3.19	0.00
HSPE1	2.97	0.00	3.04	0.00
CSRP2	2.44	0.03	2.93	0.02
CCNE2	2.55	0.03	2.92	0.01
FGFR1OP	2.25	0.00	2.86	0.02
UBE2T	3.60	0.02	2.84	0.01
CDCA2	2.26	0.03	2.78	0.00
CA2	2.82	0.03	2.78	0.01
BUB1	2.28	0.01	2.70	0.01
EMP2	2.15	0.01	2.70	0.04
TGFBI	2.61	0.05	2.66	0.02
PIN4	2.10	0.00	2.66	0.02
POP1	2.39	0.01	2.64	0.05
SGK3	2.16	0.00	2.55	0.02
GLA	2.55	0.02	2.47	0.02
CHORDC1	2.02	0.02	2.44	0.00
HSPH1	2.31	0.01	2.44	0.01
PGM3	2.29	0.01	2.43	0.00
AP1S3	2.14	0.04	2.42	0.01
ERCC6L	2.47	0.00	2.41	0.00
TNFRSF10D	3.06	0.01	2.40	0.02
CDKN1A	3.52	0.03	2.39	0.04
ANLN	2.16	0.04	2.39	0.01
PPP4R4	2.45	0.02	2.37	0.01
ALYREF	2.47	0.00	2.35	0.03
FABP5	2.32	0.03	2.35	0.05
ID2	2.66	0.04	2.35	0.00
SAMHD1	2.34	0.04	2.34	0.01
TPTE	2.04	0.01	2.33	0.00
DHCR24	2.98	0.00	2.32	0.00
TTF2	2.19	0.05	2.32	0.01
KATNAL1	2.27	0.02	2.28	0.04
LYAR	2.23	0.00	2.28	0.01
CCNB2	2.26	0.02	2.27	0.02
POLE2	2.10	0.02	2.26	0.04
KIF20B	2.08	0.03	2.26	0.01
PPP2R1B	2.10	0.02	2.25	0.02
HMGCS1	2.20	0.00	2.25	0.01
DLGAP5	2.53	0.00	2.25	0.00
PSMA5	2.26	0.03	2.24	0.01
SPC25	2.33	0.03	2.22	0.01
LRRC6	2.18	0.02	2.20	0.05
POLH	2.26	0.01	2.18	0.00
KNSTRN	2.45	0.00	2.17	0.00
RFC3	2.04	0.00	2.17	0.00
KIF20A	2.48	0.01	2.16	0.01
FAM98A	2.20	0.00	2.15	0.00
TUBGCP4	2.36	0.03	2.15	0.00
SEMA6A	2.37	0.00	2.15	0.04
LMO7	2.33	0.02	2.15	0.02
INSIG1	2.59	0.01	2.15	0.03
FAM122B	2.66	0.04	2.11	0.02
IFNAR2	2.11	0.04	2.09	0.01
FHL2	2.35	0.00	2.09	0.01
HSPB11	2.18	0.03	2.09	0.01
PCNA	2.51	0.02	2.09	0.00
FAM102B	2.77	0.02	2.09	0.00
SOGA1	2.16	0.00	2.07	0.00
CDC25A	3.00	0.01	2.07	0.01
LMNB1	2.03	0.01	2.06	0.01
GLDC	2.73	0.00	2.04	0.03
CCNB1	2.08	0.04	2.04	0.00
HJURP	2.08	0.01	2.03	0.01
TRMU	2.11	0.02	2.03	0.02
TPM1	2.11	0.03	2.03	0.01
CCND3	2.34	0.04	2.02	0.02
CD83	2.58	0.03	2.00	0.03
TSPAN13	2.15	0.02	2.00	0.02

### Preparation of post-fermentation oolong tea extract (PFOTE) high in GA

Given the epigenetic and anti-cancer effects of GA, we sought to enhance the chemoprevention efficacy of oolong tea by increasing its GA content. We found that *Aspergillus sojae* (*A. sojae*) was capable of generating substantial quantities of GA by a two-week rapid fermentation process. Comparison of HPLC profiles revealed that OTE contains seven catechins (GC, EGC, C, EGCG, EC, GCG, and ECG), GA, and CAF (Figure 4A). After *A. sojae*-mediated biotransformation, the GA content dramatically increased up to 44.6 fold, accompanied by reductions in EGCG, ECG, EGC, and EC in PFOTE (Figure 4B). The contents of major tea polyphynols in OTE, Pu-re tea extract (PTE), and PFOTE are compared in Table 2.

**Figure 4:**
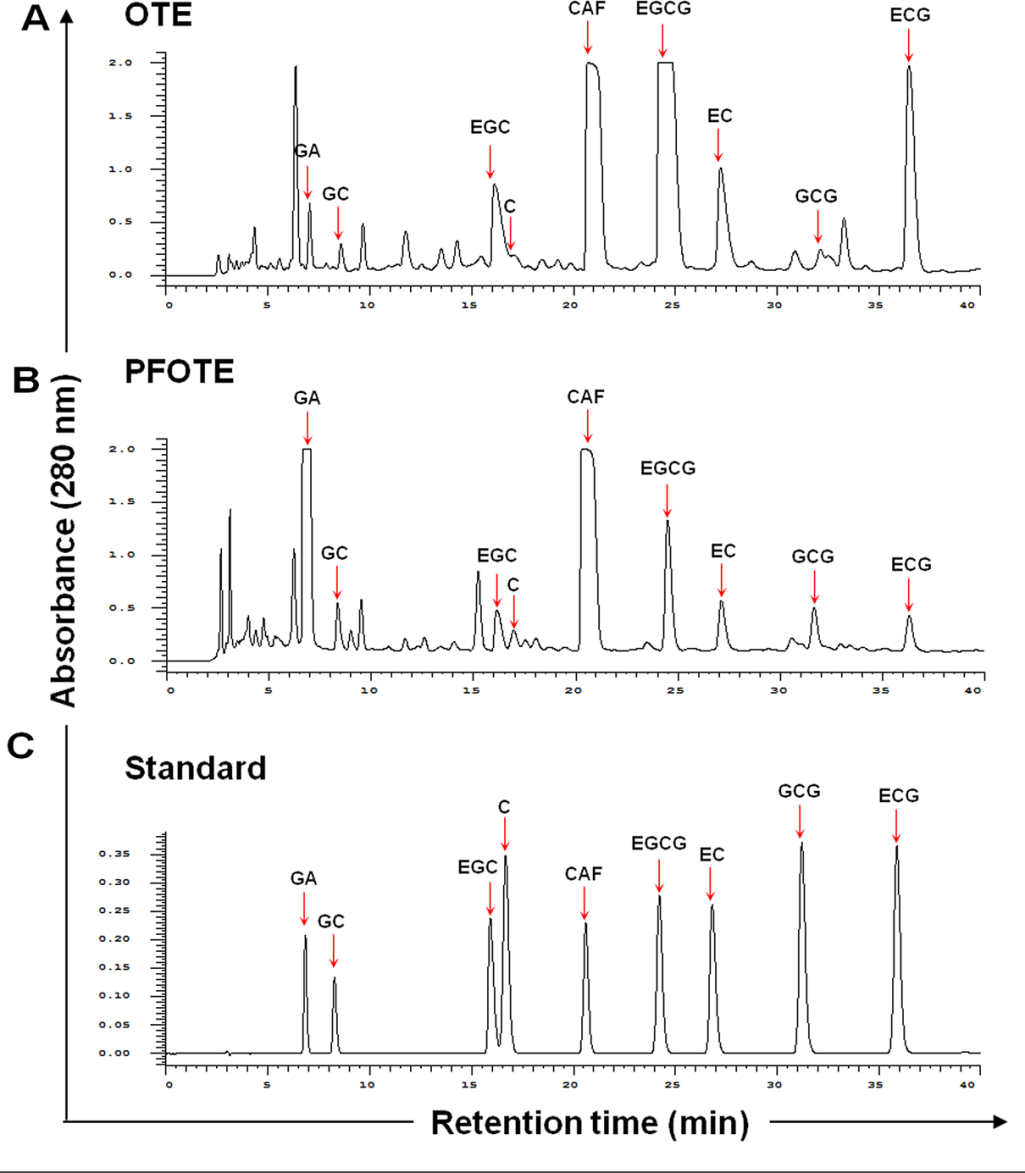
Comparison of polyphenol profile of oolong tea extract (OTE) before and after *A*. *sojae*-mediated fermentation Chromatographic patterns from HPLC analysis of OTE (**A**), PFOTE (**B**), and standard compounds [peak 1, GA; 2, GC; 3, EGC; 4, C; 5, CAF; 6, EGCG; 7, (−)-epicatechin; 8, GCG; 9, ECG] (**C**). Absorbance was monitored at 280 nm.

**Table 2:** Comparison of major tea polyphenol content in OTE, PTE, and PFOTE

mg/g	PFOTE	OTE	PTE-2
GA	237.7 ± 13.9	5.3 ± 0.1	115.0 ± 3.8
EGCG	14.3 ± 0.13	92.1 ± 0.6	2.8 ± 0.5
ECG	4.03 ± 1.0	20.2 ± 2.32	3.0 ± 0.1

### The beneficial effect of PFOTE on suppressing genomic DNA methylation and nuclear abundance of DNMTs in H1299 and A549 cells

Results from 5mC ELISA showed that PFOTE high in GA suppress DNA methylation to a greater extent than OTE (Figure 5A). The nuclear accumulation of DNMT1 increased at 0.5 and 2 h, followed by a drop at 4 h after 5μg/mL PFOTE treatment. The same treatment resulted in a slightly increased nuclear DNMT3B at 4 h post PFOTE treatment. The nuclear amount of DNMT3A remained almost unchanged. After cultivation in PFOTE for 5 d, we observed significant reductions in the nuclear accumulations of DNMT1, DNMT3A, and DNMT3B (Figure 5B, 5D). In the A549 cell line, both the short (4 h)- and long (5 days)-term treatments resulted in a complete absence of nucleus DNMT1, as well as in a significant reduction in nuclear DNMT3A and DNMT3B (Figure 5C, 5D). These data suggested that the fermentation process mediated by *A. sojae* may improve the epigenetic protective effects of OTE by inhibiting the abundance of nuclear DNMTs.

**Figure 5:**
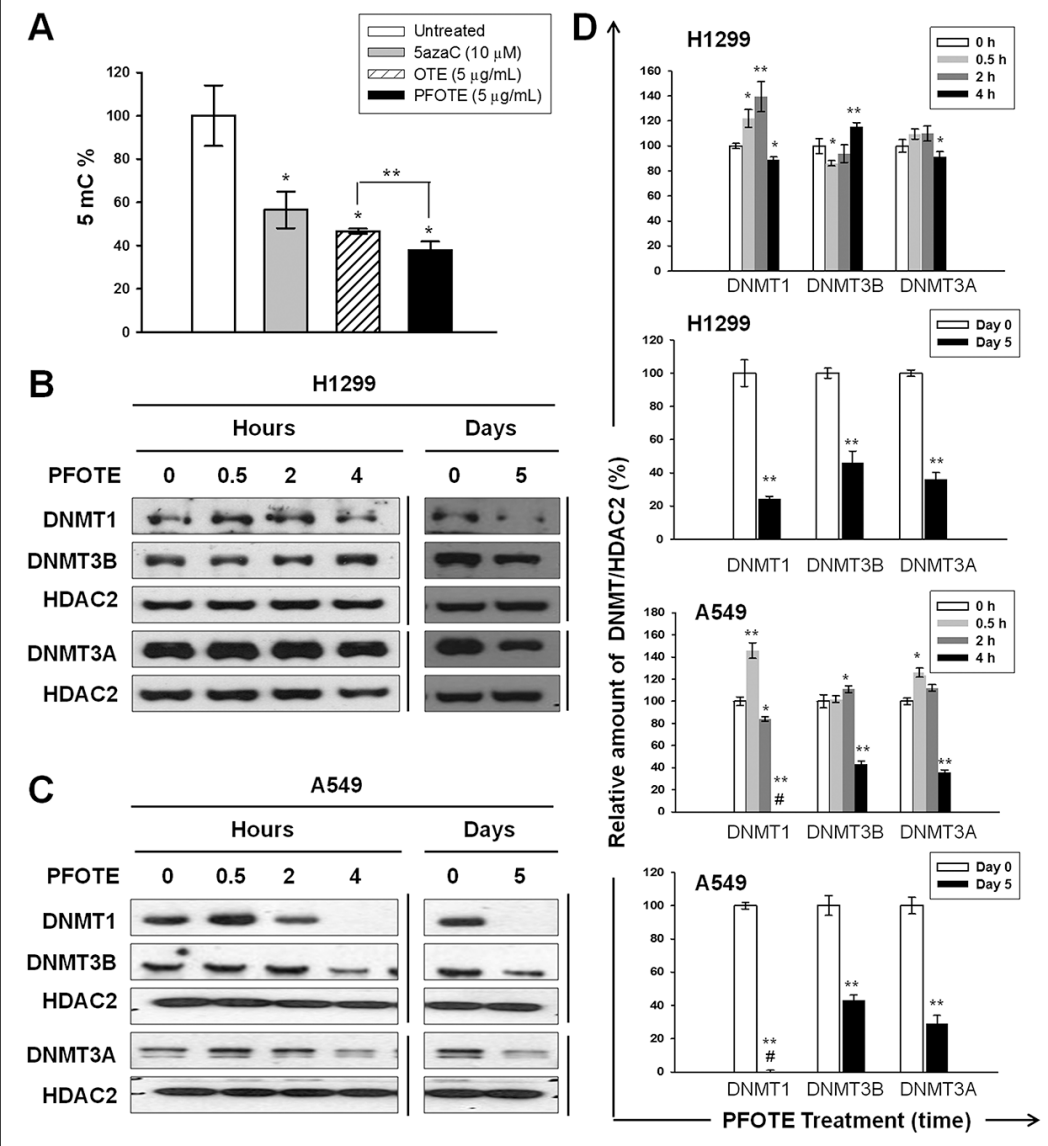
PFOTE changes the genomic 5mC content and nuclear accumulation of DNMTs in lung cancer cells lines (**A**) Cells were treated with OTE (5 μg/mL) or PFOTE (5 μg/mL) for 120 h; then genomic 5mC content analysis was conducted. 5azaC-treated cells were used as positive controls. (**B**–**C**) The amounts of nuclear DNMT1, DNMT3A, and DNMT3B were determined using western blotting at the indicated PFOTE (5 μg/mL) treatment times. (**D**) Normalization and quantification of the intensities of protein bands were performed as described in Figure 1.

### PFOTE shows higher anti-cancer efficacy than OTE and enhances cisplatin-induced apoptosis

Treatment with either OTE or PFOTE resulted in the inhibition of cell proliferation in a dose- and time-dependent manner (Figure 6A, 6B). At 24 h, OTE and PFOTE suppressed H1299 cell viability with an IC_50_ of 388 μg/mL and 204 μg/mL, respectively; OTE and PFOTE suppressed OC3 cell viability with an IC_50_ of 235.4 μg/mL and 199.8 μg/mL, respectively. PFOTE exhibited a more potent cytotoxicity to H1299 than OTE at 48 h (*P* = 0.04), 72 h (*P* = 0.03), and 96 h (*P* < 0.000) post-treatment. For OC3 cells, PFOTE exhibited a significantly stronger cytotoxicity than OTE at all time points (*P* < 0.000) post-treatment (Figure 6B). Both OTE and PFOTE significantly (*P* < 0.001) reduced the numbers of anchorage-independent colonies in H1299 cells, and PFOTE had significantly (*P* = 0.04) greater inhibitory effects than OTE (Figure 6C). We performed an analysis of cisplatin-induced apoptosis using the TUNEL assay in the presence or absence of PFOTE or OTE. After drug exposure for 24 h, results revealed an apparent difference in sensitivity to cisplatin, with the number of TUNEL-positive cells obviously increased in H1299 cells co-treated with PFOTE, as compared to those co-treated with OTE or those without PFOTE or OTE treatment (Figure 6D).

**Figure 6:**
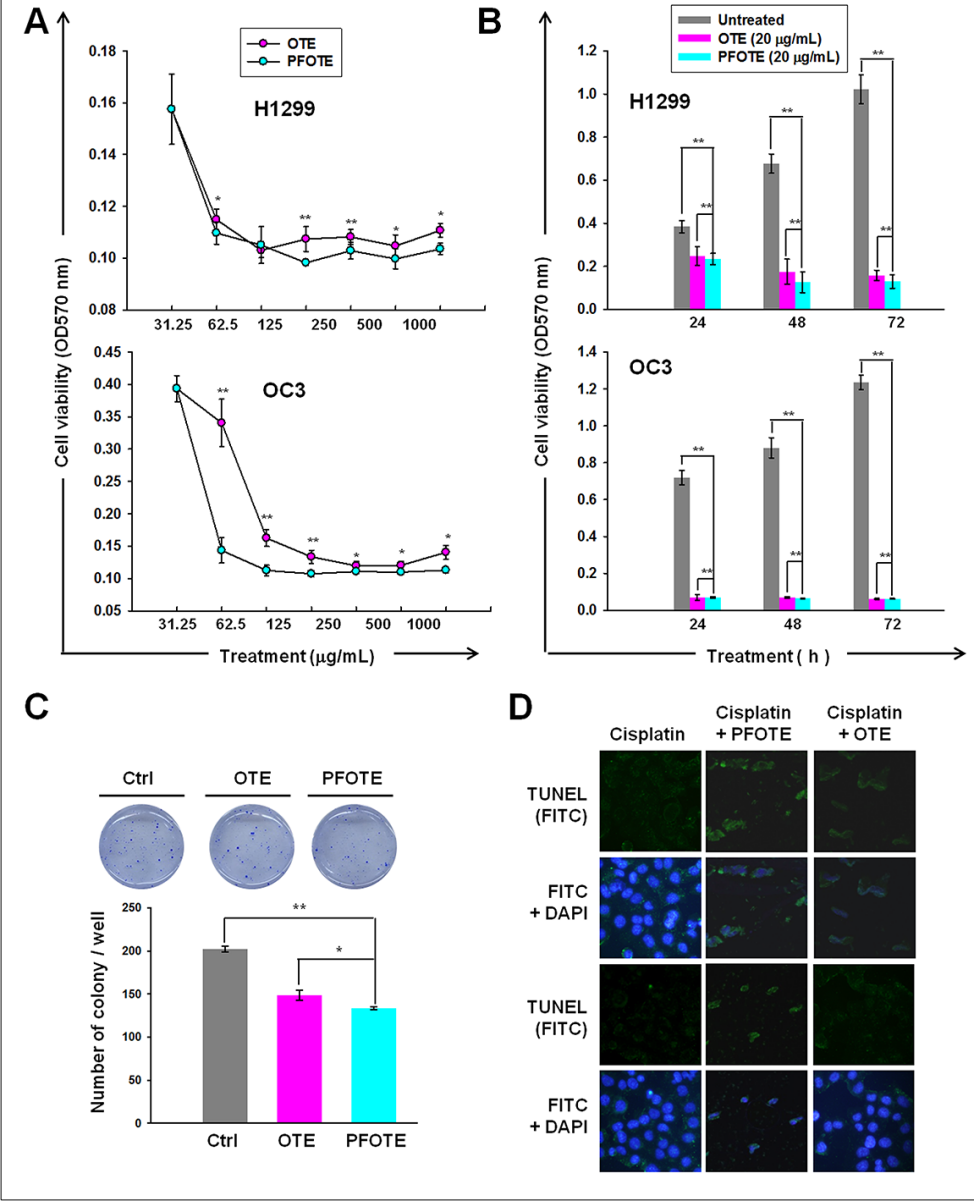
Anti-cancer effect of OTE and PFOTE on OC3 and H1299 cell lines (**A**–**B**) Cell viability was assessed by MTT after pre-treatment for 24 h with the indicated concentrations of tea extract (A) or treatment with 20 μg/mL tea extract at the indicated times (B). (**C**) The inhibitory effect of OTE and PFOTE on the anchorage-independent growth of H1299. (**D**) TUNEL assay was carried out in cisplatin-treated H1299 cells in the presence or absence of PFOTE or OTE for 24 h.

## DISCUSSION

Given the reversibility of epigenetic modification, epigenetic therapy is a promising cancer treatment strategy to reprogram neoplastic cells toward an untransformed state. Several studies have suggested that phenolic compounds present in the human diet, which have long been used for medicinal purposes to prevent, relieve, or reverse carcinogenesis, are also promising agents for epigenetic therapy. DNMT1 is recognized as a key enzyme involved in the somatic inheritance of DNA methylation and thus plays an essential role in epigenome maintenance. In addition, Peters’ study has demonstrated a locus-specific function for DNMT1 in both maintenance and *de novo* promoter methylation [7]. In the present study, we demonstrate the inhibitory effect of GA on DNA methylation (Figure 1A). The nuclear DNMT1 almost disappeared after GA treatment for 7 days (Figure 1C). However, a decline in cytoplasmic DNMT1 also observed in GA-treated H1299, suggesting that GA reduces the protein stability of DNMT1. The nuclear translocation of DNMT1 has been found to be greatly enhanced by Akt-mediated phosphorylation [8]. In addition, activation of Akt may indirectly prolong the half-life of DNMT1 [3, 9]. DNMT1 protein stability is regulated via various post-translational modifications, such as methylation, phosphorylation, and ubiquitination, and also through protein–protein interactions [10]. DNMT1 binds with the histone methyltransferase Set7 and becomes methylated at K142. Such methylation triggers DNMT1 ubiquitination and subsequent degradation [9]. Phosphorylates DNMT1 at S143 by Akt unable Set7 to methylate DNMT1 at K142, in turn, lead to stabilizing DNMT1 [11]. As shown in Supplementary Figure 3, during 60–120 min of GA treatment phospho-Akt gradually decreased, accompanied by a reduction in phosphorylated DNMT1. This result suggests that GA exhibits a profound inhibitory effect on DNMT1 activity may through negatively regulating Akt phosphorylation, in turn reducing both the nuclear import and protein stability of DNMT1.

We also identified potential epigenetic targets of GA in H1299 cells (Table 1). Among them, four genes involved in the GADD45 signaling pathway (CCNE2, CCND3, CDKN1A, and CCNB1), were reactivated by promoter DNA methylation in the GA-treated lung cancer H1299 cells (Figure 3B–3E). This finding not only provides strong evidence for the influence of GA on DNA methylation but also increases the possibility that the anti-cancer capacity of dietary substances can be improved by GA enrichment because of the importance of GADD45 signaling in tumorigenesis [12]. In an attempt to develop a beverage for chemoprevention, by repeated screening and isolation processes, we identified *A. sojae*, which catalyzes the fermentation of tea and effectively produces GA from tea polyphenol, resulting in a specialized PFOTE high in GA. Compared with OTE, PFOTE exhibited more potent inhibitory effects on DNA methylation (Figure 5A). Moreover, PFOTE also showed greater cytotoxicity against lung and oral cancer cell lines (Figure 6B, 6C). These findings are particularly meaningful because of the specific relevance involving cigarette smoking and both lung and oral cancers and because of the severe epigenome alterations observed in cancer cells of the lung and oral tumors [1–3, 13, 14]. Furthermore, accumulating evidence has indicated the importance of epigenetic changes in carcinogenesis; virtually all cancer types have mutations in genes encoding many proteins regulating the epigenome [15–17]. Targeting the epigenome and including the use of inhibitors of DNA methylation and histone deacetylation [18–20] are evolving strategies for cancer chemoprevention, and both approaches have shown promise in cancer clinical trials. The ability of GA to target aberrant epigenomes (Figure 1), in addition to the anti-cancer mechanisms addressed by previous studies, makes it a valuable chemoprevention agent at multiple stages of malignant transformation.

Based on the degree of fermentation, tea can be classified into at least six types: green, yellow, white, oolong, black, and post-fermented tea [21]. Among them, post-fermented tea, such as pu’er, is unique because of the long-term microbial fermentation process, which may last from several months to many years [22]. Green and oolong teas have the highest content of EGCG, whereas pu’er tea has the highest content of GA [23]. The microbial fermentation process for producing pu’er is an integrated action of various molds, bacteria, and yeast; as a consequence, it is difficult to maintain consistency while preparing pu’er. In addition, there is great concern about fungal toxin contamination in pu’er. To overcome the disadvantages of pu’er, we developed a post-fermentation oolong tea high in GA by a 2-week fermentation process mediated by *A. sojae*, which preserves the anti-DNA methylation function of GA, showing stronger reduction effects on the genomic 5mC content in lung cancer cells than oolong tea and even the well-known DNMT inhibitor 5azaC (Figure 5A). Our data also showed that PFOTE treatment (5 μg/mL) for 5 days results in significant decreases in the cytoplasmic and nuclear abundance of all DNMTs in human lung cancer H1299 and A549 cell lines (Figure 5B), whereas a commercial pu’er tea extract exhibited almost negligible inhibitory effect on the nuclear abundance of DNMTs (Supplementary Figure 4), consistent with much less GA content in PTE (Table 2). These results clearly demonstrated the excellent effect of PFOTE in inhibition of DNMT activities. Based on the widespread prevalence of tea, post-fermentation oolong tea, proven by our work to be a dietary DNMT inhibitor, can be used as a daily beverage for cancer prevention by reducing the burden of epigenome aberrations. As shown in Figure 6D, combined treatment of PFOTE and cisplatin apparently enhanced the cisplatin-induced apoptosis in H1299 cells. These results suggested that, during the period of conventional medical treatment, drinking PFOT may increase the efficacy of anti-cancer chemotherapy or immune therapy without side effects.

To determine whether PFOTE is harmful to non-cancerous human cells, we examined the inhibition on viability by PFOTE with BEAS-2B, a cell line derived from the normal bronchial epithelium of non-cancerous individuals. As shown in Supplementary Figure 5, the results from MTT assay showed that the IC50s of PFOTE on H1299, OC3, and BEAS-2B cells were 204 ± 5.5, 199.8 ± 1.8, and 212.65 ± 3.2 mg/mL, respectively, after incubation for 24 h. Although the IC50 of PFOTE on BEAS-2B was slightly higher than those on the H1299 and OC3 cell lines, PFOTE exhibited a much more severe inhibitory effect on the viability of H1299 at a concentration of 31.25 mg/mL as compared to the effects on BEAS-2B and OC3 cells. Notably, at a concentration of 62.5 mg/mL, PFOTE appeared significantly less harmful to BEAS-2B than to both cancerous H1299 and OC3 cell lines. Because when post-fermentation oolong tea is used as a daily beverage its circulating levels is in the range of 5–10 μg/mL, we can expect that using post-fermentation oolong tea as a chemoprevention agent will not cause any adverse reactions to non-cancerous cells.

In summary, our findings not only reveal the potent epigenome protective function of GA but also provide a strong scientific foundation for the use of the specialized fermented oolong tea, generated by *A. sojae*-mediated biotransformation, as an effective dietary intervention strategy that is broadly applicable to public health recommendations involving tobacco-associated cancers.

## MATERIALS AND METHODS

### Materials

5-Azacytidine (5azaC), gallic acid (GA), (−)-gallocatechin (GC), (−)-epigallocatechin (EGC), catechin (C), caffeine (CAF), (−)-epigallocatechin gallate (EGCG), (−)-epicatechin (EC), (−)-gallocatechin-3-gallate (GCG), and (−)-epicatechin gallate (ECG) — were purchased from Sigma-Aldrich Co. USA. Anti-DNMT1 (GTX116011), anti- DNMT3A (GTX129125), and anti-DNMT3B (GTX129127) (GeneTex Co. Taiwan).

### Cell lines and cell culture

Human dysplastic oral keratinocyte DOK cell line [24] and human oral cancer cell line OC3 were maintained as previously described [1, 2]. Human non-small cell cancer cell lines A549 and H1299 (originally purchased from the ATCC) were maintained in DMEM and RPMI1640 medium, respectively, supplemented with 10% FBS, penicillin (100 U/mL) and streptomycin (100 μg/mL).

### Quantification of global DNA methylation

The global methylation of DNA was determined using a commercial kit (Cayman’s DNA Methylation EIA Kit) following the manufacturer’s protocol [1].

### Protein extraction and western blot analysis

Cells were lysed and centrifuged. Nuclear protein was harvested by using a Nuclear Extraction kit (Merck Millipore, MA, USA). Western blot analysis was performed as described previously [2].

### Gene expression microarray analysis

Extraction of total RNA, RNA quality evaluation, and cDNA microarray experiments were performed according to Affymetrix standard protocols by the microarray core laboratory at the National Health Research Institutes. The gene chips (Clariom S Assay HT06, Affymetrix Inc, CA, USA) were scanned with an Affymetrix Gene ChIP Scanner 3000 7G; and the CEL files generated were analyzed using Affymetrix Expression Console Software (version 1.4), which normalizes array signals using Signal Space Transformation (SST) and a robust multiarray averaging (RMA) algorithm. Normalized data were analyzed using Transcriptome Analysis Console (TAC) 3.0 software (Affymetrix). A paired *t*-test was applied to identify differentially expressed transcript genes between sample pairs and probes, with *P*-values less than 0.05 and fold-change ≥ 2 declared significant. Microarray expression data are available at the U.S. National Center for Biotechnology Information Gene Expression Omnibus (GEO) database under accession number GSE99993.

### Quantitative real-time qPCR (qPCR)

The synthesis of cDNA from total RNA and qPCR experiments were performed as described previously [2]

### Real-time quantitative methylation-specific PCR (qMSP)

Bisulfite conversions of genomic DNA and qMSP experiments were performed as described previously [2]. Primer sequences were provide in supporting information (Supplementary Table 1).

### Cell viability assay

Cells were seeded at 1 × 10^4^ per well in 96-well plates and incubated with different concentrations of EGCG or GA for 24 h, or with 5 μg/ml of OTE or PFOTE for the indicated time. Following incubation, MTT (Sigma-Aldrich) assay was performed as described previously [1]. The absorbance at 570 nm was measured on a micro-ELISA reader (Bio-Rad).

### BrdU cell proliferation assay

Cells were seeded in eight replicates in 96-well plates at a density of 1 × 10^4^ cells per well. After adhesion, cells were cultured in a standard culture medium or treated with indicated concentrations of GA, EGCG, or PFOTE for 48 h. Cell proliferation was evaluated by measuring BrdU incorporation during DNA synthesis according to the manufacturer’s instructions (Merck Millipore). BrdU incorporation was measured using chemiluminescence (absorbance: 450 nm).

### Soft agar assay

Soft agar assay was performed and quantified as described previously [2].

### Isolation and identification of fungus strain *Aspergillus sojae* (*A. sojae*)

Strain BCRC-30103 was isolated from oolong tea infusions. The purification and screening procedures were as described previously [25, 26]. Briefly, serial dilutions of oolong tea broth samples were plated to potato dextrose agar (PDA) and incubated at 30°C for 48 h–72 h. Single colonies with different shapes and colors were selected and transferred to potato dextrose broth (PDB), followed by incubation at 37°C for 24 h. After appropriate dilutions and re-plated to PDA, single colonies were picked for microscopic (Nikon E600, Japan) evaluation. Isolated strains were cultured on Tannin agar at 30 °C for 48 h for further analysis. Strain identification was accomplished by the Food Industry Research and Development Institute (FIRDI, Hsinchu, Taiwan).

### Preparation of oolong tea extract (OTE) and post-fermentation oolong tea extract (PFOTE)

A total of 1800 g of air-dried leaves were inoculated with *A. sojae* at 30°C for 2 weeks. The OTE and PFOTE were prepared as described previously [27–29].

### TdT-Mediated dUTP Nick End Labeling (TUNEL) Assay

Analysis of apoptosis was performed using TUNEL kit (Click-iT TUNEL Alexa Fluor Imaging Assay, Invitrogen) following the manufacturer’s protocol. Briefly, cells were plated at 2.5 × 10^5^ cells/six-well plate. After adhesion, the cells were treated with cisplatin (50 μM) alone or combined with either 5 μg/ml of PFOTE or OTE for 24 h before analysis. After fixation and permeabilization, cells were stained with TUNEL reaction mixture containing FITC-dUTP. Apoptotic nuclei (green) were observed under an Olympus inverted fluorescence microscope IX71S1F-3 (× 20).

### Statistical analysis

Comparison of the results between various experimentally treated groups and their corresponding controls was carried out by Student’s *t*-test analysis. When *p* < 0.05 (^*^) or *p* < 0.001 (^**^) differences between means were considered to be significant.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLE

## Abbreviations

(GA): gallic acid
(PFOT): post-fermentation oolong tea
(OT): oolong tea
(PT): Pu’re tea
(PFOTE): post-fermentation oolong tea extract
(OTE): oolong tea extract
(PTE): Pu’re tea extract
(DNMTs): DNA methyltransferases
(DNMT1): DNA methyltransferases 1
(DNMT3A): DNA methyltransferases 3A
(DNMT3B): DNA methyltransferases 3B

# Supplementary material for: The inhibitory activity of gallic acid against DNA methylation: application of gallic acid on epigenetic therapy of human cancers
**Source:** Oncotarget. 2017 Dec 7;9(1):361–74. doi: 10.18632/oncotarget.23015
**Supplement:** Supplementary file 1

The inhibitory activity of gallic acid against DNA methylation: application of gallic acid on epigenetic therapy of human cancers

SUPPLEMENTARY MATERIALS

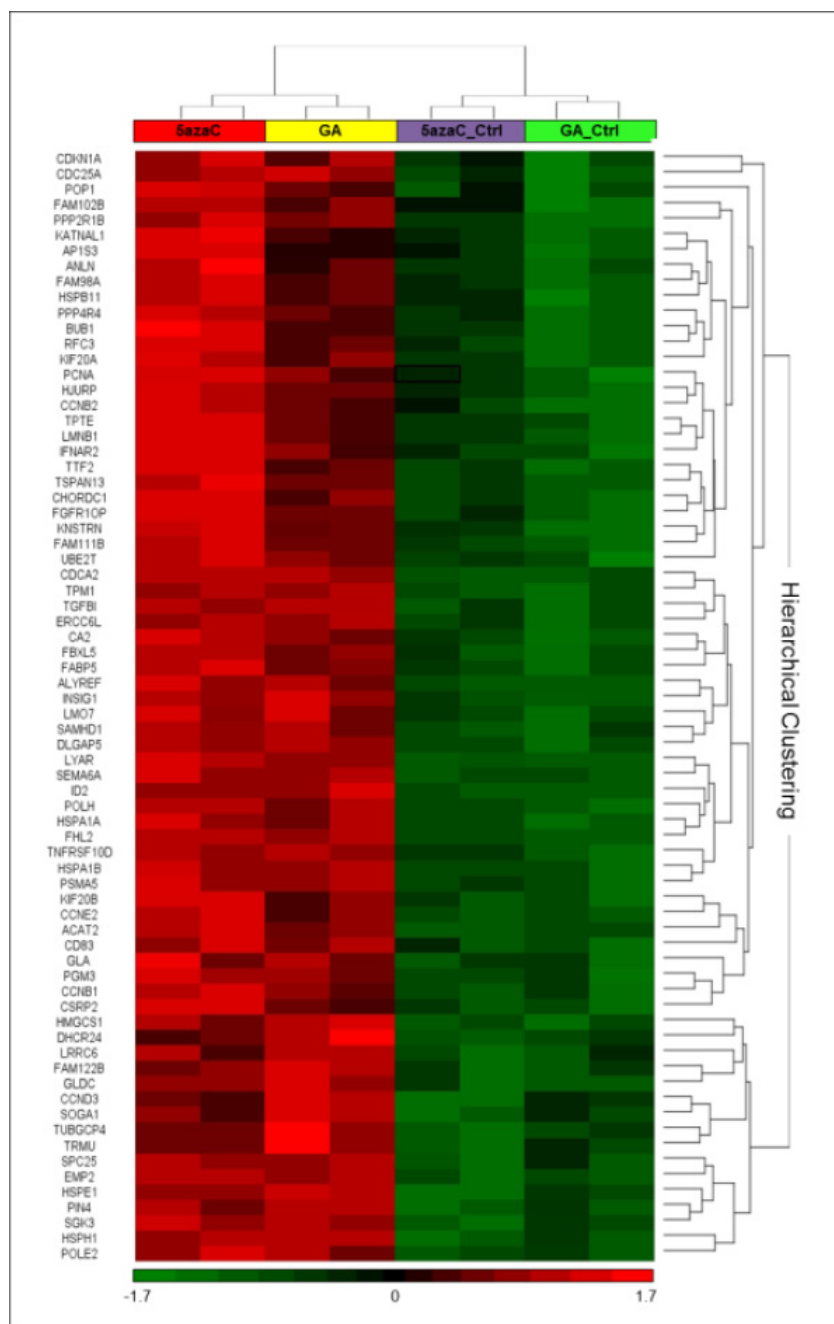

Supplementary Figure 1: Heat map showing relative expression of 72 genes that exhibited significant upregulated in gene expression following GA and 5azaC treatment. The heat map indicates up-regulation (red), down-regulation (green), and mean gene expression (black).

Rank	Score	Top function
1	44	Cell Cycle, DNA Replication, Recombination, and Repair, Cellular Compromise
2	34	Cellular Development, Cellular Growth and Proliferation, Renal Proliferation
3	22	Cellular Development, Cellular Growth and Proliferation, Cell Cycle
4	20	Cellular Development, Cellular Growth and Proliferation, Cell Death and Survival
5	2	Cancer, Cell Cycle, Cellular Development
6	2	DNA Replication, Recombination, and Repair, Nucleic Acid Metabolism, Small Molecule Biochemistry
7	2	Hereditary Disorder, Nephrosis, Organismal Injury and Abnormalities

Supplementary Figure 2: Ingenuity Pathway Analysis showing top biological functions of differentially expressed genes. .

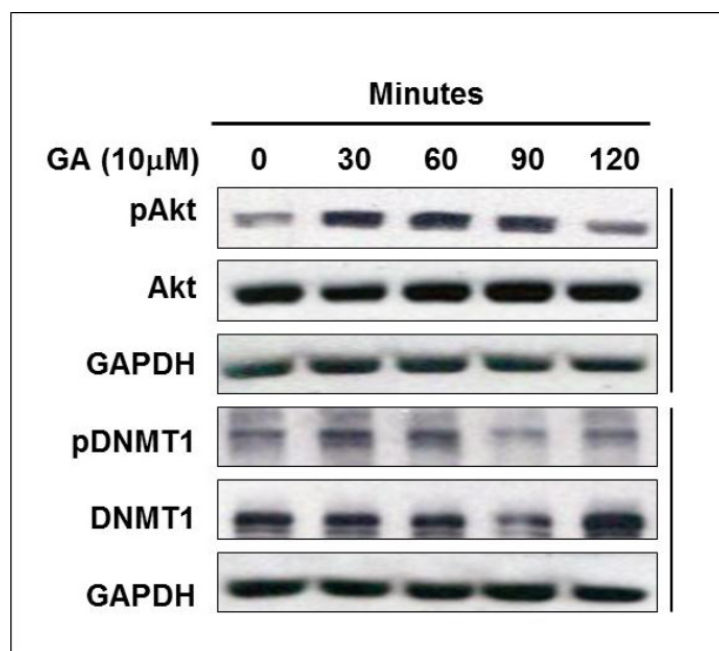

Supplementary Figure 3: A decline in phosphorylated Akt (pAkt) and phosphorylated DNMT1 (pDNMT1) after GA treatment. Cell lysates were harvested from H1299 cells treated with GA (10 μ M) for the indicated time periods. The abundances of pDNMT1 and pAkt were determined using western blotting. The abundance of GAPDH detected on the same membrane (indicated by vertical lines) was used as a loading control for normalization.

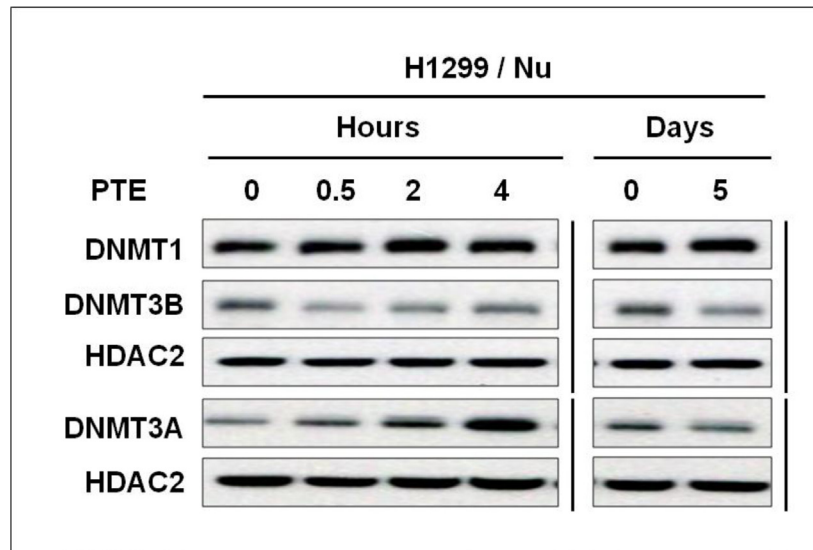

Supplementary Figure 4: Protein abundance of nuclear DNMTs in H1299 after Pu're tea extract (PTE) treatment for indicated time periods. The abundances of nuclear DNMT1, DNMT3A and DNMT3B were determined using western blotting at the indicated PTE (5 $\mu\text{g/mL}$) treatment times. The protein content of histone deacetylase 2 (HDAC2) detected on the same membrane (indicated by vertical lines) was used as an internal control for DNMT1, DNMT3B, and DNMT3A

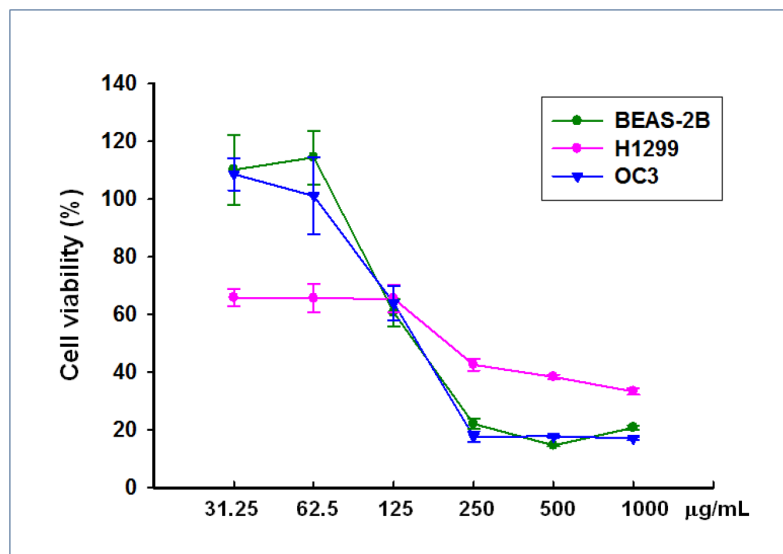

Supplementary Figure 5: Inhibitory effect of PFOTE on viability of BEAS-2B, H1299, and OC3 cell lines. Cell viability was assessed by MTT method after 24-h pre-treatment with the indicated concentrations of PFOTE.

Supplementary Table 1: Primer sequences for qMSP (A) and qPCR (B)

(A)

Primers for qMSP		
Gene symbol		Sequences
CCNE2	F	5' GTCGTATTTGGTTAGGCGC 3'
	R	5' TTCCTAAACGACGCGAA 3'
CCND3	F	5' TATTTTGAGAGGTCGAGGC 3'
	R	5' CTAAAACTACAAACGCACGC 3'
CDKN1A	F	5' GAGTCGAGTTAAGCGTGTTTC 3'
	R	5' AAAAACACCGTATACGCAAA 3'
CCNB1	F	5' GTTTCGGATTGCGAATTAAC 3'
	R	5' CACCTCGACGCTCTCTTAAT 3'

(B)

Primers for qPCR		
Gene symbol		Sequences
CCNE2	F	5' GCCATTGATTCATTAGAGTTCCA 3'
	R	5' CTGTCCCACTCCAAACCTG 3'
CCND3	F	5' GGTCACCTGACGAGGAGGTA 3'
	R	5' GGTAGCGATCCAGGTAGTTCA 3'
CDKN1A	F	5' CCGAAGTCAGTTCCTTGTGG 3'
	R	5' CATGGGTTCTGACGGACAT 3'
CCNB1	F	5' CATGGTGCACTTTCCTCCTT 3'
	R	5' AGGTAATGTTGTAGAGTTGGTGTCC 3'

How the deposited data were processed for this re-analysis (not part of the article)

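Gene expression was measured in H1299 cells on 8 Clariom S arrays, 2 for each of GA, the untreated controls for GA, 5azaC and the untreated controls for 5azaC. Samples were assigned to treatment and replicate from the sample labels, and the dose and the time of 120 h from the paper. The authors processed the scans with Affymetrix Expression Console 1.4, Signal Space Transformation and RMA, and deposited log2 signals, 1 per probe set and array. Their methods name Transcriptome Analysis Console with a paired test between sample pairs, while the paper's counts of genes are those that an unpaired test gave here. The genome build behind the probe sets is not given in the sources used here, so no coordinates are reported.

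From the deposited log2 table of 24351 entries, 2903 controls were left out and 21448 probe sets were tested without a filter on dim signals or further normalization. Gene symbols came from a probe table of the platform, in which 17709 tested probe sets have 1 symbol (17687 different symbols), none has several and 3739 are unnamed here. For a gene with more than 1 probe set, the one with the highest mean over the 8 arrays was used. Some genes are not reported here.

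The values were tested with limma 3.58.1 in R 4.3.3, with lmFit and eBayes. All 8 arrays entered 1 fit with a term for each pair and the effects of GA and of 5azaC, which leaves 2 residual degrees of freedom (prior degrees of freedom 5.56). The pair block follows the paired test named in the methods and the labels, by which the controls were untreated cells of the same passage. Checked on the arrays, the deviations of same-numbered replicates from their group means had a correlation across probe sets of -0.023 between GA and its controls and 0.0289 between 5azaC and its controls. The untreated arrays of the experiments were compared in a fit of the 4 groups without the pair term. P-values were adjusted by Benjamini-Hochberg, with a threshold of 0.05.

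Lists of genes, 21 in number, were fixed from general knowledge before the array data were examined, but with the paper's Table 1 known. They were tested with limma's camera at a preset correlation of 0.01, and again with an estimated correlation. In the latter the test also rests on the residual degrees of freedom of the fit (2, or 4 without the pair block). The list of GADD45 signaling is one of these and is not the list of the pathway software. Genes named in the text are those the paper names for this experiment and the proteins it studies, the 10 largest rises and falls per comparison among those called that moved alike in both pairs, and up to 4 called members per list. Genes of the paper's Table 1 were known from that table when this rule was set.

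Alternatives were a fit without the pair block, a block by replicate number, the arrays of 1 comparison alone, the methods' paired t-test, an unpaired test, quantile normalization, median centring, leaving out the dimmest 33% of probe sets, eBayes with trend and robust settings, all untreated arrays as controls, and leaving out each pair in turn. The analysis was tested on simulated data of 21448 probe sets, of which 100 were changed by 2-fold and 100 by 4-fold. For GA, 5 probe sets without a change were called, and for 5azaC 3. Depth on an array is the signal over background, and the number of arrays limits the precision.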

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

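The tests of normalization and of a stressed untreated state for the ATF4 target genes were chosen only after the result was seen, as were the spreads used to judge these tests, the unadjusted counts for the untreated arrays, and the exchange of untreated arrays for the other lists.

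The paper does not discuss the ATF4 target genes, whose log2 fold changes had a median of -1.97 after GA and -2.24 after 5azaC. In single pairs the list median lay between -2.34 and -2.02. Normalization by the authors is not decided, since it cannot be undone on the deposited values. The fall did not depend on a further normalization: the highest list median after quantile normalization or median centring was -1.88. A single deviating set of untreated arrays is argued against, since with the controls exchanged between the experiments the highest median was -1.74. What stays open is a stressed state of the untreated cultures: the 5azaC effect minus the GA effect had a median of -0.138 over the list, which is consistent with a shared untreated state but follows equally if both compounds lower these genes, and that was not tested.

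The untreated arrays of the experiments, which the paper does not compare, differed at 4134 probe sets in limma (874 higher and 3260 lower in the controls for GA, median -0.178). After quantile normalization of the 8 arrays 2220 differed (1178 higher, 1042 lower), and after median centring 3326 (1867 higher, 1459 lower). Normalization of the experiments apart, as far as it shifts the distribution of an array, is not decided as the whole cause. It needed under 10% of the calls left after quantile normalization, which left 53.7%. This passes the higher bound set for arguing against it by less than the spread between fits given below. With a pair left out the calls were fewer: on the deposited values 0 without GA replicate 1 in limma, 1157 without GA replicate 2, and 1405 and 1268 without 5azaC replicate 1 or 2, and after quantile normalization 2, 756, 0 and 0 (an SD of 37.7 percentage points between the 3 shares that can be computed, 65.3%, 0% and 0%, with that without GA replicate 1 undefined). At an unadjusted p under 0.05 the numbers were 5369, 5849, 6146 and 6050 before and 4609, 5281, 4368 and 4144 after it, so that at least 61.7% was left in each of these fits, less the count that chance gives. Offsets of single probe sets from processing the experiments apart, and a difference between the cultures, stay open as well, since each set of arrays belongs to 1 experiment. No biological explanation was tested, since the design gives the same treatment to both sets.

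Chaperones of the heat shock response, which the paper does not discuss as a group, had a median log2 fold change of 0.66 after GA and 0.65 after 5azaC over 19 genes (camera adjusted p = 1.24e-07 and adjusted p = 1.25e-06; adjusted p = 0.149 and adjusted p = 0.271 with an estimated correlation), with HSPA1A and HSPE1 higher after both. Table 1, picked on these arrays, holds 4 of these chaperones and was known when the lists were written, which limits the tests of lists that hold its genes. Histone genes, also not discussed, had a median of -0.62 after 5azaC over 23 genes (camera adjusted p = 4.04e-08; adjusted p = 0.285 with an estimated correlation), with H1-2 and H1-3 lower. Cytosolic ribosomal protein genes had a median of -0.37 after 5azaC, with 18 of 18 below 0 and none past the test by itself (camera adjusted p = 0.000135; adjusted p = 0.285 with an estimated correlation). Genes of epithelial-mesenchymal transition had a median of 0.23 after 5azaC over 30 genes (camera adjusted p = 0.0124; adjusted p = 0.325 with an estimated correlation), with THBS1, KRT8, KRT18, LOX and TGFBI higher, of which KRT8 and KRT18 are keratins of epithelia, and SPARC called although it lay below the background percentile in both groups. Without the pair block, camera with an estimated correlation gave adjusted p = 0.0156 after GA and adjusted p = 0.0238 after 5azaC for the chaperones. For 5azaC it gave 0.102 for the histone genes, 0.127 for the ribosomal protein genes and 0.124 for those of epithelial-mesenchymal transition. Against the untreated arrays of the other experiment the medians were 0.31 after GA and 1.08 after 5azaC for the chaperones, and after 5azaC -0.04 for the histone genes, -0.04 for the ribosomal protein genes and 0.41 for the genes of epithelial-mesenchymal transition, so the lower medians of histone and ribosomal protein genes after 5azaC depend on which untreated arrays are used.

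The effect of 5azaC minus that of GA had a median of -0.59 over the histone genes (camera adjusted p = 4.88e-05) and of -0.31 over the NRF2 target genes of the oxidative stress response (adjusted p = 0.00996), against adjusted p = 0.575 for either list with an estimated correlation. The untreated arrays alone, the controls for GA minus those for 5azaC, differed by a median of -0.67 over the histone genes and -0.23 over the NRF2 target genes, and this difference enters the contrast, so that it is not shown to be one between the effects of the compounds.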

How the results depend on the processing

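Limma at the paper's thresholds, and the fit without the pair block combined with an estimated correlation, were chosen only after the data were seen. Numbers below are probe sets at an adjusted p under 0.05, given for GA and then 5azaC, against 69 and 323 as reported (10 higher in both, 7 and 37 genes of Table 1, 5 and 8 lists). The cause of a change was not tested unless stated.

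Without the replicate block 425 and 889 passed (367 and 647 at 2-fold, 88 higher in both, 65 and 66 of Table 1), and with the block by replicate number 199 and 636 (199 and 565 at 2-fold, 53 in both, 44 and 64 of Table 1). The fit on the 4 arrays of a comparison gave 620 and 22 (535 and 22 at 2-fold, 0 in both, 65 and 0 of Table 1). Without the dimmest probe sets, which also means fewer tests, 408 and 937 passed (368 and 635 at 2-fold, 85 in both, 62 and 66 of Table 1). Trend and robust settings gave 1210 and 1838 (513 and 761 at 2-fold, 99 in both, 66 and 66 of Table 1). With all untreated arrays as controls 151 and 780 passed (151 and 705 at 2-fold, 21 in both, 16 and 65 of Table 1), and 8 lists were called for GA. Quantile normalization (74 and 245) and median centring (66 and 305) stayed within 1.5 times. The methods' paired t-test gave 9 and 3 after adjustment (0 and 0 at 2-fold, 0 in both), and 160 and 277 at its own thresholds, with 12 in both. The unpaired test gave 0 and 0 after adjustment (2483 and 2825 unadjusted), and 383 and 546 at the same thresholds, with 72 in both.

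Leaving out each pair in turn gave 0 to 620 for GA (0 to 535 at 2-fold) and 22 to 257 for 5azaC (22 to 257 at 2-fold), 0 to 18 higher in both, and 0 to 65 and 0 to 11 genes of Table 1. The 0 for GA came without either GA pair, and the 22 for 5azaC also came without either GA pair; a single remaining pair adds nothing to the estimate of the spread, which then rests on the arrays of the other treatment and assumes that both vary alike. The difference between the effects gave 0 to 3, the untreated arrays 0 to 1405 against 4134, and 2220 after quantile normalization.

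With an estimated correlation 0 and 0 lists passed camera, and without the pair block as well, 5 and 4. The former test rests on 2 residual degrees of freedom and the latter on 4, so the correlation alone is not shown to remove the calls. The correlation of the fold changes, 0.537, was 0.640 without the dimmest probe sets, 0.277 with all untreated arrays as controls, 0.385 to 0.512 with a pair left out, and -0.315 with exchanged controls, where the difference between the untreated arrays enters with opposite signs by construction. Over 136 results for single genes, 1225 of 1626 values kept direction and side of the threshold, 212 lost the call, 189 gained it and 0 reversed; over 42 list results, 488 of 504 kept both and 16 gained a call. Signal over background limits dim genes: 55.8% of the probe sets lay below the 95th percentile of the negative controls in untreated cells.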

Differences from the paper's values

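The use of limma at the paper's thresholds was chosen only after seeing the data. At these thresholds, an unadjusted p under 0.05 and 2-fold, limma gave 579 probe sets for GA, against the paper's 383 genes, and 837 for 5azaC, against the paper's 546. Of the alternatives set before the data were examined, the unpaired Student's t-test gave 383 and 546, equal to the paper's numbers, and 72 higher in both, equal to the paper's. Its p-values lay within 0.006 of those in Table 1 for 64 genes after GA and 65 after 5azaC, against 5 and 6 for the methods' paired t-test. Leaving out the dimmest probe sets came within 1.5 times for both (557 and 754) and quantile normalization for 5azaC (750). The other alternatives did not, among them the methods' paired t-test, with 160 and 277 and 12 higher in both.

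For FBXL5 the fold change was 1.87 after GA, against the paper's 3.66, and 1.31 after 5azaC, against the paper's 3.76. For GA the alternative without GA replicate 2 came within the limit (2.52), and no other did; for 5azaC none did. For TRMU after GA no fold can be set against the paper's 2.11, since its probe set lay below the 95th percentile of the negative controls in both groups; the ratio of these background signals was 0.987, and none of the alternatives came within the limit. For SGK3 the fold change after 5azaC was 1.64, against the paper's 2.55, and only the fit with all untreated arrays as controls came within the limit (1.84). The values here are of the probe sets that bear these names in the probe table; which probe sets Table 1 used for them is not known, and 8 of the 72 probe sets higher in both by the unpaired test are unnamed here. Of 136 fold changes compared with Table 1, 128 lay within 0.01.

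The paper ranks GADD45 signaling first by significance among the pathways raised in GA-treated cells. It drew this from the genes up-regulated by both compounds, and adds qPCR and methylation-specific PCR for 4 pathway genes and protein for CCNE2 and CCNB1. Camera asks instead whether all members of a list shift together after GA, so its result and the paper's ranking are unlike measures. The GADD45 list used here, which is not the software's, did not pass camera's test for GA (adjusted p = 0.0809) or under any alternative for GA, and GADD45A fell, while 5 of its 18 genes were among 64 genes of Table 1, of which the paper itself names 4 as members. The paper counts the genes of Table 1 as up-regulated by both compounds. At an adjusted p under 0.05, 6 of the 68 measured passed after both, and 65 without the pair block. For GA, where 7 passed, more passed also with the block by replicate number (44), in the fit on the 4 arrays (65), without the dimmest probe sets (62), with trend and robust settings (66) and with all untreated arrays as controls (16).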

Other observations

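The tests below were set before their results were seen, with these exceptions, made after values were known. A bound was counted as passed only by more than the spread, in each of these tests. The percentile was first taken over the 72 probe sets of the unpaired test and then over the 10, and background levels were added to judge it.

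Several genes outside the paper's lists moved alike after GA and 5azaC. VEGFA, a growth factor for blood vessels, fell by 1.82 on the log2 scale after GA (adjusted p = 0.023 from limma) and fell by 1.98 after 5azaC (adjusted p = 0.0141). MAP1LC3B, a protein of autophagosomes, fell by 1.92 and fell by 1.56 (adjusted p = 0.0195 and adjusted p = 0.0251). MAT2A, which makes S-adenosylmethionine, fell by 3.18 and fell by 2.81 (adjusted p = 0.00194 and adjusted p = 0.00386). PCK2, an enzyme of gluconeogenesis, ended below the 95th percentile of the negative controls and was at least 3.63-fold lower after GA (adjusted p = 0.00977) and at least 2.56-fold lower after 5azaC (adjusted p = 0.00386). The glycine transporter SLC6A9 was at least 4.18-fold lower after GA (adjusted p = 0.0245) and fell by 2.75 on the log2 scale after 5azaC (adjusted p = 0.0251). After 5azaC the interferon-induced gene IFIT1 was at least 1.73-fold higher (adjusted p = 0.0262) and the matrix gene THBS1 rose by 1.80 on the log2 scale (adjusted p = 0.0209). No probe set passed the test of the difference between the effects in limma (1430 at an unadjusted p under 0.05, where chance gives 1072.4).

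The paper studies the DNMT proteins. Their mRNA had log2 fold changes after GA of 0.11 for DNMT1 (adjusted p = 0.854) and -0.48 for DNMT3A (adjusted p = 0.322). After 5azaC the values were 0.22 (adjusted p = 0.622) and -0.24 (adjusted p = 0.563). DNMT3B was called higher after 5azaC (adjusted p = 0.0457) but not after GA (adjusted p = 0.366); it lay below the 95th percentile of the negative controls on every array, so no size is given for this change. GAPDH, the paper's loading control, had -0.29 after either treatment (adjusted p = 0.559 and adjusted p = 0.471). Markers of immune cells, fibroblasts and normal lung epithelium passed camera's test after neither treatment (lowest adjusted p = 0.0809, for lung epithelium after GA), and in GA-treated cells and their controls 13 of 15, 10 of 11 and 13 of 14 of these genes lay below the same percentile.

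The like changes after GA and 5azaC were set against the following explanations. Normalization by the authors is not decided, since it cannot be undone on the deposited values. A further quantile normalization hardly moved the correlation of the fold changes, which was 0.537 before and 0.538 after it. Silence in untreated cells of the genes higher in both needs a median percentile under 50. It was 75.8 over the 10 probe sets, with a spread of 5.6 (75.5 over the 72 of the unpaired test). This lies above 50 by more than the spread, but passes the higher bound set for arguing against silence by less than the spread. The test is therefore undecided. Below the 95th percentile of the negative controls lay 1 of the 10 and 7 of the 72, against 55.8% of all probe sets. Of all those higher in the unpaired test, 22.1% after GA and 36.1% after 5azaC lay below it. Derepression of cancer/testis genes, a class often silenced by methylation, is argued against as the cause of the whole pattern: the larger of the list medians was 0.129 over 30 genes, inside the bound of 0.25 set for the test by more than its spread of 0.091, and 48 of the 58 probe sets called in both were lower. Derepression of single members stays open, since 18 of the 30 lay below background in treated cells and controls alike and 2 were higher after 5azaC when adjusted over the list alone. What may underlie the like changes otherwise was not tested.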
